# ABL1 kinase as a tumor suppressor in AML1-ETO and NUP98-PMX1 leukemias

**DOI:** 10.1038/s41408-023-00810-0

**Published:** 2023-03-23

**Authors:** Konstantin Golovine, Gleb Abalakov, Zhaorui Lian, Srinivas Chatla, Adam Karami, Kumaraswamy Naidu Chitrala, Jozef Madzo, Margaret Nieborowska-Skorska, Jian Huang, Tomasz Skorski

**Keywords:** Acute myeloid leukaemia, Cancer genetics

## Abstract

Deletion of *ABL1* was detected in a cohort of hematologic malignancies carrying AML1-ETO and NUP98 fusion proteins. *Abl1−/−* murine hematopoietic cells transduced with AML1-ETO and NUP98-PMX1 gained proliferation advantage when compared to *Abl1* + */+* counterparts. Conversely, overexpression and pharmacological stimulation of ABL1 kinase resulted in reduced proliferation. To pinpoint mechanisms facilitating the transformation of ABL1-deficient cells, *Abl1* was knocked down in 32Dcl3-*Abl1ko* cells by CRISPR/Cas9 followed by the challenge of growth factor withdrawal. 32Dcl3-*Abl1ko* cells but not 32Dcl3-*Abl1wt* cells generated growth factor-independent clones. RNA-seq implicated PI3K signaling as one of the dominant mechanisms contributing to growth factor independence in 32Dcl3-*Abl1ko* cells. PI3K inhibitor buparlisib exerted selective activity against Lin-cKit+ NUP98-PMX1;*Abl1−/−* cells when compared to the *Abl1* + */+* counterparts. Since the role of ABL1 in DNA damage response (DDR) is well established, we also tested the inhibitors of ATM (ATMi), ATR (ATRi) and DNA-PKcs (DNA-PKi). AML1-ETO;*Abl1−/−* and NUP98-PMX1;*Abl1−/−* cells were hypersensitive to DNA-PKi and ATRi, respectively, when compared to *Abl1* + */+* counterparts. Moreover, ABL1 kinase inhibitor enhanced the sensitivity to PI3K, DNA-PKcs and ATR inhibitors. In conclusion, we showed that ABL1 kinase plays a tumor suppressor role in hematological malignancies induced by AML1-ETO and NUP98-PMX1 and modulates the response to PI3K and/or DDR inhibitors.

## Introduction

The *ABL1* proto-oncogene encodes a cytoplasmic and nuclear protein tyrosine kinase, which has been implicated in regulation of differentiation, proliferation, adhesion, and stress response [1–3]. Cytoplasmic ABL1 stimulates proliferation whereas nuclear ABL1 negatively regulates cell growth [4, 5]. Although normal ABL1 kinase has no direct transforming activity, its tumor promoting function has been reported before [2]. For example, ABL1 was found to be overexpressed and activated in numerous solid tumors presumably to promote tumor cell growth and invasion. Constitutively activated oncogenic mutants of the ABL1 resulting from chromosomal translocations (BCR-ABL1, TEL-ABL1) or episomal amplification (NUP214-ABL1) induce acute and chronic leukemias [1].

Intriguingly, the tumor suppressor function of ABL1 kinase has also been suggested because its overexpression in fibroblasts induced cell cycle arrest in the G1 phase [3, 6–8]. This effect usually requires nuclear localization of the ABL1 protein and the presence of p53 and Rb [4, 9]. Conversely, loss of ABL1 facilitates transformation in the context of p53 and Rb deficiency [10] and in the presence of BCR-ABL1 [11].

Since our initial analysis detected *ABL1* deletions in leukemias carrying AML1-ETO and NUP98 translocations, we investigated the role of ABL1 in these leukemias. AML1-ETO is encoded by the t(8;21(q22;q22) translocation, which is one of the most frequent genetic alterations in acute myeloid leukemia (AML) [12]. Patients with AML-ETO-positive leukemias have a relatively favorable prognosis. However, substantial numbers of these patients eventually relapse. In addition, the outcome of older patients with AML1-ETO -positive AML who are not eligible for aggressive chemotherapy remains dismal. The presence of *NUP98* gene fusion defines a high-risk leukemia subset with unfavorable outcomes [13]. Therefore, a significant unmet medical need is apparent for AML patients carrying AML1-ETO and NUP98-fusions.

Here we show that normal ABL1 kinase plays a tumor suppressor role in hematological malignancies induced by AML1-ETO and NUP98-PMX1 and modulates the response to phosphatidylinositol-3 kinase (PI3K) and DNA damage response (DDR) inhibitors.

## Materials and Methods

### Mice breading and genotyping

*c-Abl1* + */+* and *c-Abl1−/−*, *c-Abl1* + */-* mice with conditional *Abl1* deletion in hematopoietic cells were generated by crossing *Vav-iCre* mice (Jackson Laboratory, stock # 008610) with *c-Abl1*^*f*^^*lox/flox*^, *c-Abl1*^*wt/flox*^, and *c-Abl1*^*wt/wt*^ mice, which were made by crossbreeding *c-Abl1*^*flox/wt*^ mice (Jackson Laboratory, stock # 024286). Mice were maintained at Temple University’s Health Science campus animal facilities following the guidelines of Institutional Animal Care and Use Committee (IACUC) of Temple University. Mice genotypes were confirmed by PCR using specific primers as recommended by Jackson Laboratory (www.jax.org) (Supplemental Table S1).

### CRISPR/Cas9 targeting

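Each guide of Supplemental Table S2 carries a protospacer of 20 nt behind the overhang used for cloning. The protospacer of gRNA1, CCCTTCATACCGCAGCGAGA, matched the minus strand of chromosome 2 from 31779155 to 31779174 in the GRCm38 build, and that of gRNA2, AAGGGAGGGTGTACCACTAC, matched the plus strand from 31779170 to 31779189, so the sites overlap. Both positions come from a search of the GENCODE release M21 mouse transcripts for exact matches, in which each guide matched only transcripts of Abl1 (ENSMUSG00000026842). The neighbouring bases read TGG after the gRNA1 site and AGG after the gRNA2 site. In the protein-coding transcripts ENSMUST00000075759 and ENSMUST00000028190 both sites lie in the coding part of exon 3 of 11. The reference transcript around the gRNA2 site reads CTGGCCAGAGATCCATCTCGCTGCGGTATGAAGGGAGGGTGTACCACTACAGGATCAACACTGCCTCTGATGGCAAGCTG.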

Briefly, guide RNAs (gRNAs) targeting murine *Abl1* were generated using CRISPR Design (Supplemental Table S2) and cloned into the lenti*CRISPRv2* vector. The lenti*CRISPRv2* vector with a gRNA insert, the packaging plasmid *psPAX2*, and the envelope plasmid VSVG were mixed together and packed in HEK293T cells using Fugene 6. Lentiviruses were harvested at 48 and 72 h, respectively. 32Dcl3 cells were infected with freshly collected *CRISPR-Cas9-gRNA* lentivirus supplemented with 8 μg/ml polybrene (Sigma-Aldrich) for 48 h. Infected cells were selected in media with puromycin (1 μg/ml) for up to 14 days and successful mutation of infected clones was confirmed with T7E1 assay. Single clones were selected. Downregulation of ABL1 protein was detected by Western blot. Clone 6 and 8 were used for the experiments.

### T7E1 assay

Genomic DNA was extracted from cells 72 hours after puromycin selection. PCR was performed with primers specific to g1 and g2 (Supplemental Table S2). Then T7E1 assay was carried out using the PCR products. Indels were detected in all 3 gRNA infected 32Dcl3 cells.

### Western blot

Total cell lysates were obtained as described before [14] and analyzed by SDS-PAGE using primary antibodies against ABL1 (Santa Cruz Biotechnology, sc-56887), phospho-ABL1 (Cell Signaling, 2865), AML1 (Cell Signaling, 4334), NUP98 (Santa Cruz Biotechnology, sc-101546), phospho-CHK1 (Cell Signaling, 2348), CHK1 (Cell Signaling 2360), phospho-CHK2 (Abcam, ab59408), CHK2 (Cell Signaling, 2662), phospho-S6K (Cell Signaling, 9204), S6K (Cell Signaling, 9202), phospho-AKT (Cell Signaling, 9271), AKT (Cell Signaling, 2920), γ-H2AX (Cell Signaling, 2577), histone H3 (Invitrogen, AHO1432) and β-actin (Santa Cruz Biotechnology, sc-47778). The following secondary antibodies conjugated to HRP were used: goat anti-mouse IgG (EMD Millipore, 12-349) and goat anti-rabbit IgG (EMD Millipore, 12-348).

### RNA-seq

RNA-seq was performed by Illumina HiSeq 2000 platform. The raw RNA-Seq data from the *Abl1*/IL3 + , *Abl1ko*/IL3 + and *Abl1ko*/IL3- mouse samples were processed using the Subread algorithm [15]. Analysis of the RNA-seq data was performed using *Rsubread* package, a bioconductor software package for fast and best alignment and quantification of RNA sequencing reads [16]. RNA transcripts were mapped to mouse genome reference consortium build 38 (GRCm38) genome by building the genome index using *buildindex* function followed by alignment using the *align* function in the *Rsubread* package. To summarize the data to integer-based, gene-level read counts we used the *featureCounts* function within the *Rsubread* package. Generated read counts were annotated using mm10 annotation. RNA-seq data are deposited in GSE214710.

### Pathway enrichment and gene functional analysis

Biochemical pathways and the gene ontology (GO) functions for the differentially expressed genes from RNA seq analysis was performed by using the DAVID database, a gene functional classification tool to perform functional analysis for analyze large gene lists [17]. DAVID provides the functional enrichment terms in the categories of biological process (BP), cellular component (CC), molecular function (MF) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. We have selected the genes that are altered at a threshold count of 2 and the Expression Analysis Systematic Explorer (EASE) count of 0.1 for our analysis.

### Plasmid constructions

*Nup98-Pmx1* gene was recloned from pcDNA3.1-Nup98-Pmx1 vector kindly gifted by Dr. T. Nakamura [T. Nakamura et.al., Blood, 1999, https://pubmed.ncbi.nlm.nih.gov/10397741/] into retroviral plasmid pCMMP-MCS-IRES-mRFP (Addgene, #36972) by XhoI and BamHI restriction sites. MigR1-AE9a plasmid containing *AML1-ETO-9a* gene was a gift from Dong-Er Zhang (Addgene plasmid # 12433). *AE9a* was also recloned into pMSCV-mCherryFP plasmid [18] by EcoRI and XhoI. To produce pLenti6.3-TO-V5-myrAbl-6xHis-Flag vector mouse myristoylated Abl1 gene was cut out from pcDNA3-Abl-His6-FLAG plasmid gifted from Benjamin Turk (Addgene plasmid # 52684) by KpnI blunted, and XbaI restriction and transferred into pLenti6.3-TO-V5-WT-ABL1-6xHis-Flag plasmid kindly provided by John Brognard [https://pubmed.ncbi.nlm.nih.gov/26758680/]. Nonmyristoilated *WT-ABL1* was cut out from pLenti6.3-TO-V5-WT-ABL1-6xHis-Flag by SpeI blunted and XbaI restrictions and replaced with mouse myristoylated *Abl1* gene.

### Retroviral and lentiviral infections

Ecotropic retroviruses were prepared by co-transfecting HEK 293 T/17 cells (ATCC® CRL-11268) in a 10-cm plate with 10 μg of packaging pCL-ECO (Addgene plasmid # 12371) and 10 μg retroviral based vectors by using Lipofectamine 2000 Transfection Reagent (Invirtogen) according to manufacturer’s protocol. For lentiviral infection, transfer vectors were co-transfected into HEK 293 T/17 cells with packaging pCMV delta R8.2 (Addgene plasmid # 12263) and envelope pVSV-G (Clontech, PT3343-5) vectors. Viruses were harvested 40 h and 64 h after the transfection and filtered through a 0.45-µm PES filter (Millipore). For viral infections, 5 × 10^5^ mouse bone marrow cells or 32Dcl3 cells were resuspended in 1 ml of virus-containing medium with 6 μg/ml polybrene (Sigma). GFP, RFP or mCherryFP -positive cells were sorted 48 h after the initial infection.

### Generation of tetracycline-inducible cell lines

Lentiviral infections were performed with the pLenti6.3-TO-V5-myrAbl-6xHis-Flag viral construct or pLenti3.3/TR vector (for tetracycline repressor expression) using the ViraPower HiPerform T-Rex Gateway Expression System (Invitrogen) following the manufacturer’s instructions. 32Dcl3 cells were infected first with TR lentiviral stock and then with the myristoylated *ABL1* lentiviral stocks on two consecutive days in the presence of 6 µg/ml polybrene (Sigma). Cells expressing both constructs were selected for over 10 days using 10 μg/ml blasticidin (Invitrogen) and 500 µg/ml geneticin (Gibco). *NUP98-PMX1* or *AML1-ETO-9a* cDNAs were introduced into Tet-inducible Abl1-32Dcl3 cells by retroviral infections. A total of 1 µg/ml of tetracycline (Invitrogen) was used to induce expression of myristoylated wild-type mouse Abl1 in 32Dcl3 cells.

### Cell proliferation assays

Viable cells were counted using Trypan blue exclusion test. Cells were also plated in MethoCult H4230 (StemCell Technologies) and colonies were counted after 7–10 days.

### Inhibitors and drugs

Buparlisib (BKM120, #S2247), olaparib (AZD2281, #S1060), doxorubicin (Adriamycin, #S1208), NU7026 (#S2893), KU-60019 (#S1570), imatinib (STI571, #S1026) were from Selleck Chemicals. Rapamycin (sirolimus, #GC15031) was from GlpBio Technology. 6-hydroxy-DL-dopa (#H2380), ATR inhibitor IV (#504972), 5-(1,3-diaryl-1H-pyrazol-4-yl)hydantoin (DPH) (#SML0202) and tetracycline hydrochloride (#T3383) were from Millipore Sigma.

### Statistical analysis

Data are expressed as mean ± standard deviation (SD) from at least 3 independent experiments unless stated otherwise. When conducting subgroup comparisons between two groups, two-tailed unpaired t-test was used for normally distributed variables. p values less than 0.05 were considered statistically significant.

## Results

### *Abl1* knockout facilitated malignant phenotype of AML1-ETO and NUP98-PMX1 –positive cells

The analysis of CGAP Mitelman database [see Supplementary Table 1 in [11]] showed that ~94% of malignancies carrying del(9q34) were of hematopoietic origin, suggesting that loss of *ABL1* may alter malignant transformation preferentially in the hematopoietic cells. Most of the cases carried complex karyotypes, but we identified the following chromosomal translocations in del(9q34) cases (Fig. 1A): t(8;21) AML1-ETO [t(8;21) in 14% of hematologic cases], BCR-ABL1 [t(9;22) in 10%], NUP98 translocations [t(1;11), t(2;11) and t(7;11) in 5%], CCND1 translocations [t(11;14) in 3%], BCL2 translocations [t(14;18) in 2%), MLL translocations [t(4;11) MLL-AF4 and t(10;11) MLL-AF10 in 3%], MOZ-p300 [t(8;22)] and TCF3-PBX1 [t(1;19)] (each in 1.5%). These data implicate ABL1 loss in leukemias carrying chromosomal translocations other than t(9;22) encoding for BCR-ABL1 [11]. In addition, RNA-seq analyses revealed broad spectrum of *ABL1* expression in various leukemias (Fig. 1B). Overall survival of patients with leukemias in the context of *ABL1* expression levels revealed that chronic lymphocytic leukemia (CLL) and AML displaying low levels of *ABL1* mRNA expression had shorter overall survival, while opposite effect was detected in ALL (Fig. 1C). In addition, low *ABL1* expression had a negative impact on survival of patients with small cell lung carcinoma, ovarian carcinoma, and breast carcinoma (Supplemental Fig. S1). Altogether, *ABL1* expression level could be considered a prognostic factor in selected hematological malignancies and solid tumors.

**Fig. 1:**
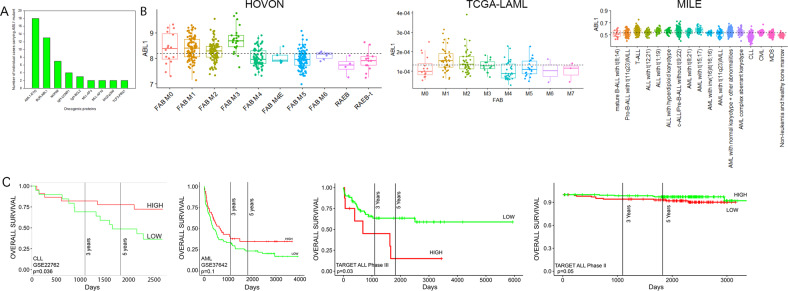
ABL1 as a prognostic factor. **A** Chromosomal aberrations detected in leukemias carrying del(9q34) or deletions encompassing this region resulting in loss of *ABL1* in CGAP Mitelman database (https://mitelmandatabase.isb-cgc.org/). **B** Normalized *ABL1* expression from HOVON, TCGA-LAML, and MILE (left to right) datasets. HOVON and MILE datasets were sourced from Affymetrix microarrays and normalized using the RMA method, while the TCGA-LAML dataset is is a set of rlog-normalized RNA-seq expression values. **C** Kaplan-Meier estimates of the overall survival of patients with indicated leukemias based on *ABL1* expression levels. HIGH and LOW cohorts in AML GSE22762 were divided at mean of the gene expression. Cutoffs for the AML dataset GSE37642 and the ALL datasets from TARGET ALL phases II and III (9.81, 4.05, and 10.88 of the RMA-normalized Affymetrix *ABL1* expression values, respectively) were determined using the maxstat package in R, an extension of the Hothorn and Lausen (2002) method to select maximally selected cut points. *p* values were calculated from the log-rank test.

The top genetic aberrations in hematological malignancies, other that BCR-ABL1 were t(8;21) generating fusion protein AML1-ETO and NUP98 translocations, e.g., t(1;11) encoding NUP98-PMX1. To test the role of ABL1 in leukemogenesis mediated by these genetic aberrations *Abl1−/−* and *Abl1* + */+* murine hematopoietic cells were employed. Since homozygous disruption of *Abl1* in mice caused neonatal lethality/poor viability [19, 20], first we generated *Abl1−/−;Vav-Cre* (*n* = 19), *Abl1* + */-;Vav-Cre* (*n* = 52) and *Abl1* + */+;Vav-Cre* (*n* = 13) mice. Vav-Cre starts to express specifically in hematopoiesis system after the birth and can knock out *Abl1* efficiently, which has been confirmed by PCR using peripheral blood leukocytes from the peripheral blood samples and tail tissues (Supplemental Fig. S2A, B). These mice served as bone marrow donors to study leukemic transformation.

The results clearly show that in the absence of *Abl1*, Lin-c-Kit+ AML1-ETO and NUP98-PMX1 cells displayed higher clonogenic activity (Fig. 2A) and gained tremendous proliferation advantage in long-term tissue culture (Fig. 2B). Conversely, the absence of *Abl1* reduced the proliferation potential of normal Lin-c-Kit+ hematopoietic cells. In addition, G-CSF-induced myeloid differentiation of AML1-ETO;*Abl1*^*−/−*^ cells was reduced when compared to AML1-ETO;*Abl* + */+*^*-*^ cells (Supplemental Fig. S2C). However, myeloid differentiation of NUP98-PMX1;*Abl1*^*−/−*^ cells and non-transformed *Abl1−/−* was not significantly different from that in *Abl1* + */+* counterparts (Supplemental Fig. S2D, E). This inconsistency in the impact of ABL1 on differentiation might depend on the differences between AML1-ETO and NUP98-PMX1 in regulating differentiation by downregulation of C/EBPα and c-FOS, respectively [21, 22]. This speculation is supported by the observations that C/EBPα was downregulated in BCR-ABL1 -positive cells in which loss of ABL1 attenuated differentiation [11, 23].

**Fig. 2:**
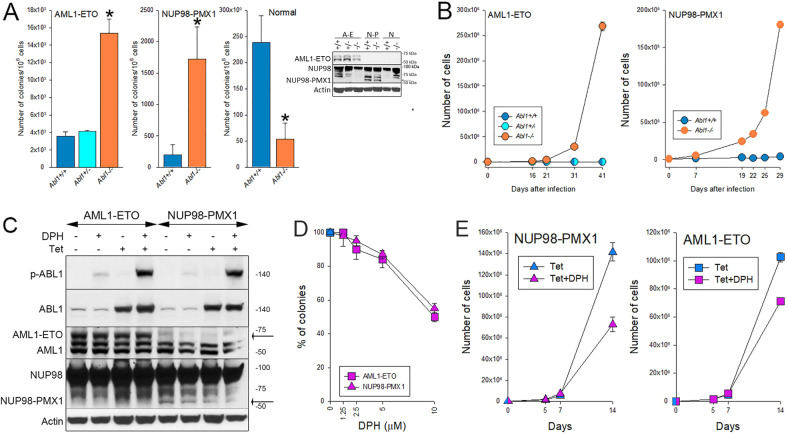
ABL1 regulated proliferation of murine hematopoietic cells expressing AML1-ETO and NUP98-PMX1. **A**, **B** Murine bone marrow cells from *Abl1−/−*, *Abl* + */-* and *Abl1* + */+* mice (3 mice/group) were infected with retroviruses and lentiviruses carrying *AML1-ETO* and *mCherry*, *NUP98-PMX1* and *GFP*, and *mCherry* or *GFP* only. **A** Clonogenic activity; Insect: Western blot detecting indicated proteins using anti-AML1 and anti-NUP98 antibodies (arrow indicates the position of NUP98-PMX1 protein). Results represent mean + /- SD from triplicate experiments; p < 0.001 using Student t-test. **B** total number of mCherry+ and GFP + cells in liquid culture. **C**–**E** AML1-ETO and NUP98-PMX1 -positive tet-inducible ABL1-32Dcl3 cells were maintained in Tet+ or Tet- medium in the presence or absence of DPH. **C** Western analysis of phospho-Y412 ABL1 (p-ABL1), total ABL1, AML1-ETO, NUP98-PMX1 and actin in the indicated cells incubated or not with 10 μM DPH for 30 minutes (arrows indicate the position of AML1-ETO and NUP98-PMX1 proteins). **D** Clonogenic activity of AML1-ETO and NUP98-PMX1 -positive cells maintained in Tet+ medium and incubated in the presence of indicated concentrations of DPH for 4 days followed by plating in MethoCult. Results represent % of colonies ± SD when compared to DPH-untreated cells. **E** proliferation of AML1-ETO and NUP98-PMX1 -positive cells maintained in Tet+ medium in the presence or absence of 10 μM DPH. Results represent number of living cells detected by trypan blue exclusion ± SD.

To further explore the effect of activation of ABL1 kinase on proliferation of leukemia cells, tet-inducible ABL1-32Dcl3 cells were transduced with AML1-ETO and NUP98-PMX1 (Fig. 2C). ABL1 was overexpressed upon the treatment with tetracycline and ABL1 kinase was stimulated by DPH, an agonist of ABL1 kinase [24] (Fig. 2C). DPH-mediated activation of overexpressed ABL1 kinase was associated with reduced clonogenic activity (Fig. 2D) and proliferation (Fig. 2E) of 32Dcl3 cells.

### ABL1 regulated the sensitivity of NUP98-PMX1 murine leukemia cells to the intracellular signaling inhibitors

Growth factor independence is an important step in malignant transformation of hematopoietic cells [25]. To pinpoint mechanisms collaborating with *Abl1* deletion in transformation of hematopoietic cells, *Abl1* was knocked down in 32Dcl3 cells by CRISPR/Cas9 (using two gRNAs, g1 and g2, see Supplemental Table S2) to obtain 32Dcl3-*Abl1ko* cells (Fig. 3A). 32Dcl3-*Abl1* (Control, V2 vector) and 32Dcl3-*Abl1ko* cells were challenged to achieve early transformation potential by starving them from growth factors (IL3). Only 32Dcl3-*Abl1ko* cell populations (1 and 2, derived from g1 and g2, respectively) generated growth factor-independent cells (Fig. 3B). This indicates that the absence of *Abl1* may facilitate malignant transformation of hematopoietic cells.

**Fig. 3:**
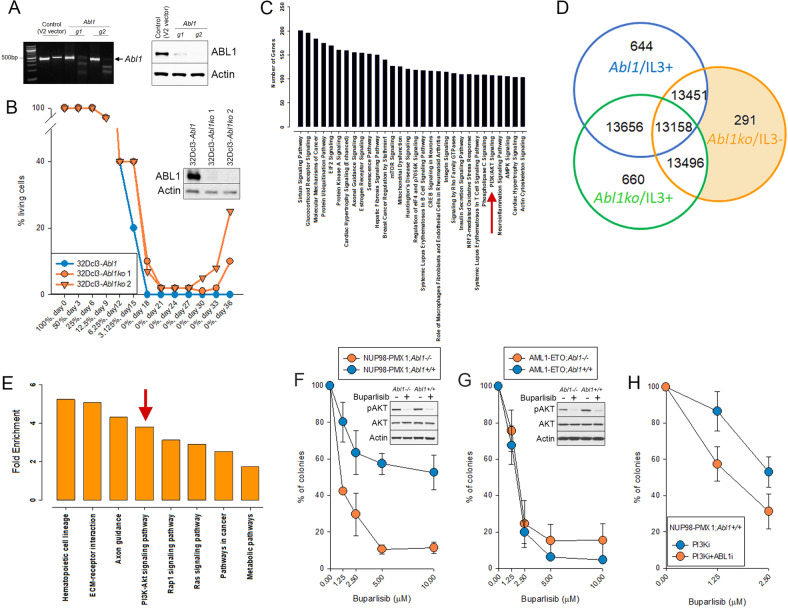
The impact of ABL1 on response to PI3K inhibitor. **A** CRISPR/Cas9-mediated deletion of *Abl1* in 32Dcl3-*Abl1ko* cells. Left panel – *Abl1* detected by T7E1 assay. Right panel – Western blot of ABL1 and Actin. **B** Cell survival curves of 32Dcl3-*Abl1* (Control V2 vector) and 32Dcl3-*Abl1ko* cells following gradual IL-3 withdrawal. Inset - Expression of ABL1 and Actin in two 32Dcl3-*Abl1ko* clones (1 and 2) growing without IL-3 and in 32Dcl3-*Abl1* cells growing in the presence of IL-3 for 2 months after the start of the experiment. **C** Ingenuity Pathway Analysis (IPA) of the genes deregulated in the 32Dcl3-*Abl1ko/IL3-* cells using Fragments per Kilobase per Million mapped reads (FPKM) values. Analysis demonstrating top 30 significant canonical pathways. **D** Venn diagram showing the number of genes which expression is uniquely deregulated in 32Dcl3-*Abl1ko* cells growing in the absence of IL-3 when compared to 32Dcl3-*Abl1ko* and 32Dcl3-*Abl1* cells growing in the presence of IL-3. **E** KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways that are altered in the genes at a threshold count of 2 and EASE (the Expression Analysis Systematic Explorer) value of 0.1. Histogram bars represent the fold enrichment score calculated for genes in each pathway. PI3K/AKT pathway is marked by red arrow in panels **C** and **E**. **F, G** Lin-c-Kit+ NUP98-PMX1;*Abl1−/−*, NUP98-PMX1;*Abl1* + */+*, AML1-ETO;*Abl1−/−*, and AML1-ETO;*Abl1* + */+* murine bone marrow cells were treated with the indicated concentrations of PI3K inhibitor buparlisib. After 72 h cells were plated in methylcellulose and colonies were counted 7 days later. Results represent mean % ± SD of colonies when compared to untreated controls. Insets: cells were treated with 5 μM buparlisib for 24 h. Total cell lysates were analyzed by Western blot detecting indicated proteins (p = phosphorylated). **H** Lin-c-Kit+ NUP98-PMX1;*Abl1* + */+* cells were treated or not with 2μM ABL1i imatinib + /− the indicated concentrations of buparlisib. After 72 h cells were plated in methylcellulose and colonies were counted 7 days later. Results represent mean % ± SD of colonies when compared to untreated controls.

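RNA-seq libraries from 32Dcl3-Abl1ko cells, a murine hematopoietic line that normally depends on IL-3 and in which Abl1 was edited by CRISPR/Cas9, were analysed for 2 groups with 2 replicates each: cells kept with IL-3 (Abl1ko/IL3+) and cells growing without it (Abl1ko/IL3-). The 32Dcl3-Abl1 group with IL-3 was not analysed here. The authors sequenced RNA depleted of ribosomal RNA, aligned the reads to GRCm38 with Rsubread, counted them per gene with featureCounts and deposited the counts and FPKM values of 23756 genes. The total counts were 59659395 and 60382588 in Abl1ko/IL3+ replicates 1 and 2, and 48953174 and 55320279 in Abl1ko/IL3- replicates 1 and 2. At these depths, 3 counts correspond to between 0.0497 and 0.0613 CPM, a floor that covers counting error only. The counts were normalized by edgeR's TMM method, and edgeR's quasi-likelihood test covered the 16535 genes that passed its filter for expression. Abl1, which the files place on chromosome 2 from 31688376 to 31800339, had 1322 and 2222 counts in the Abl1ko/IL3+ libraries and 1544 and 2256 counts in the Abl1ko/IL3- libraries. Its log2 fold change without against with IL-3 was 0.21 (standard error 0.45, adjusted p = 0.98 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.29 with the replicate number as a block (adjusted p = 1 in edgeR). Abl1 overlaps an antisense gene, and the strand setting of the counting is not given in the paper's text. The Pearson correlation of log2 CPM across genes was 0.910 between the Abl1ko/IL3+ replicates and 0.944 between the Abl1ko/IL3- replicates, against 0.896 to 0.926 between libraries of different groups. Genes are not independent replicates, so these correlations only describe the libraries. The choices that could change the numbers are the normalization, the filter on low counts, the test and whether the replicate numbers are treated as pairs.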

RNA-seq was performed to compare gene expression in 32Dcl3-*Abl1* and 32Dcl3-*Abl1ko* cells in the presence or absence of IL-3. 

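Between 32Dcl3-Abl1ko cells growing without IL-3 and those kept with IL-3, 0 of 16535 genes had an adjusted p-value under 0.05, and the lowest adjusted p-value was 0.335 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p-value under 0.05 was reached by 978 genes, where 827 would be reached by chance. Grouping Abl1ko/IL3+ replicate 1 with Abl1ko/IL3- replicate 2 against the other libraries gave 960 such genes, and grouping by replicate number 238. The excess over 827 therefore does not by itself show an effect of IL-3. With the replicate number as a block, 0 genes had an adjusted p-value under 0.05 and 548 an unadjusted one. Deviations of same-numbered libraries from their group means had a correlation of -0.194 across genes, so the pairs were also crossed, a choice made after seeing the data, and 0 genes again had an adjusted p-value under 0.05, with a lowest value of 0.0805. The alternative that moved the count most was DESeq2's Wald test, with 271 genes, 111 of them higher and 160 lower without IL-3. In counts simulated with the spread of these libraries, edgeR recovered 0 of 200 genes changed 8-fold and 191 of 200 genes changed 64-fold. On the same simulated counts with changes of 8-fold, DESeq2 made 278 calls, of which 100 were unchanged genes. The first 2 principal components held 43.3% and 37.5% of the variance. On the first, the Abl1ko/IL3+ replicates scored -112.2 and 26.4 and the Abl1ko/IL3- replicates 76.4 and 9.4. On the second, the Abl1ko/IL3- replicates scored 48 and 49.2, above the Abl1ko/IL3+ replicates, which scored 11.3 and -108.5.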

Pathway analysis of FPKM reads in IL3-independent (32Dcl3-*Abl1ko/IL3-*) cells showed altered expression of major genes involved in different biological pathways (Supplemental Table S3). 

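The genes of the canonical pathway as Ingenuity defines it were not used here. A list of core PI3K-AKT pathway genes was fixed before the data were examined, and 33 of its genes passed the expression filter. Their median log2 fold change in Abl1ko/IL3- against Abl1ko/IL3+ cells was -0.21, with 11 genes higher and 22 lower, and the median of all genes tested was -0.027. The set did not pass the threshold (limma's camera, two-sided, adjusted p = 0.123 over the 3 planned sets). Its median lay at percentile 7.1 of 10000 random lists matched on mean expression. With the replicate number as a block the median was -0.20 (limma's camera, adjusted p = 0.133), and with the crossed pairs -0.20 (adjusted p = 0.162). None of the 33 genes had an adjusted p-value under 0.05 in these fits, and an unadjusted one was reached by 0 genes without a block, by 1 with the replicate block and by 0 with the pairs crossed. The median of the set, relative to each gene's mean over the libraries, was 0.39 and -0.011 on the log2 scale in the Abl1ko/IL3+ replicates, and -0.19 and -0.045 in the Abl1ko/IL3- replicates. Without Abl1ko/IL3+ replicate 1 the direction changed, to a median log2 fold change of 0.10.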

Results from the pathway analysis showed that the elements of PI3K-AKT signaling pathway are enriched among the top 30 significant canonical pathways in 32Dcl3-*Abl1ko/*IL3- cells (Fig. 3C).

Furthermore, to identify the genes and pathways that are uniquely expressed in 32Dcl3-*Abl1ko/*IL3- cells compared to 32Dcl3-*Abl1*/IL3 + and 32Dcl3-*Abl1ko*/IL3 + cells, we performed Venn diagram analysis (Fig. 3D) followed by KEGG pathway analysis (Fig. 3E). RNA-seq analysis detected 291 genes uniquely expressed in 32Dcl3-*Abl1ko*/IL-3- cells when compared to 32Dcl3-*Abl1*/IL-3+ cells and 32Dcl3-*Abl1ko*/IL-3+ cells (Fig. 3D, Supplemental Table S4). 

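With detection set at 1 count or more, 419 genes were detected in both Abl1ko/IL3- libraries and in neither Abl1ko/IL3+ library, and 338 genes showed the opposite pattern. The Abl1/IL3+ cells were not analysed here, so the 419 genes are set against Abl1ko/IL3+ cells alone. Libraries of different groups shared genes in the same way: 542 genes were detected only in Abl1ko/IL3+ replicate 1 and Abl1ko/IL3- replicate 2, 302 only in the replicates numbered 1, 283 only in the replicates numbered 2, and 253 only in Abl1ko/IL3+ replicate 2 and Abl1ko/IL3- replicate 1. All 4 libraries detected 16255 genes. The median gene of the 419 had a mean of 7 counts in the Abl1ko/IL3- libraries. When 10 counts were required in both libraries, 73 genes were left. Of the 291 genes of Supplemental Table S4, 227 could be matched to the deposited counts, and the other 64 were not analysed here. Among the 227 genes, 173 had 0 counts in both Abl1ko/IL3+ libraries. Of those, 87 had counts in both Abl1ko/IL3- libraries and 86 in 1 of them. The other 54 had counts in at least 1 Abl1ko/IL3+ library. The median count of the 227 genes was 4 in Abl1ko/IL3- replicate 1 and 6 in replicate 2. The expression filter kept 44 of them, and 0 had an adjusted p-value under 0.05 over all genes tested, with or without the replicate block and with the pairs crossed. Adjusted over the list alone, 22 of the 44 had one without the block, 8 with the replicate block and 14 with the pairs crossed. DESeq2 gave 25 of 44 and limma on log2(FPKM + 1) 3 of 44. In edgeR the number was 3 of 227 without a filter and 0 of 6 with 10 counts in every library. The list was chosen by the paper on these data.

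**Figure D1:**
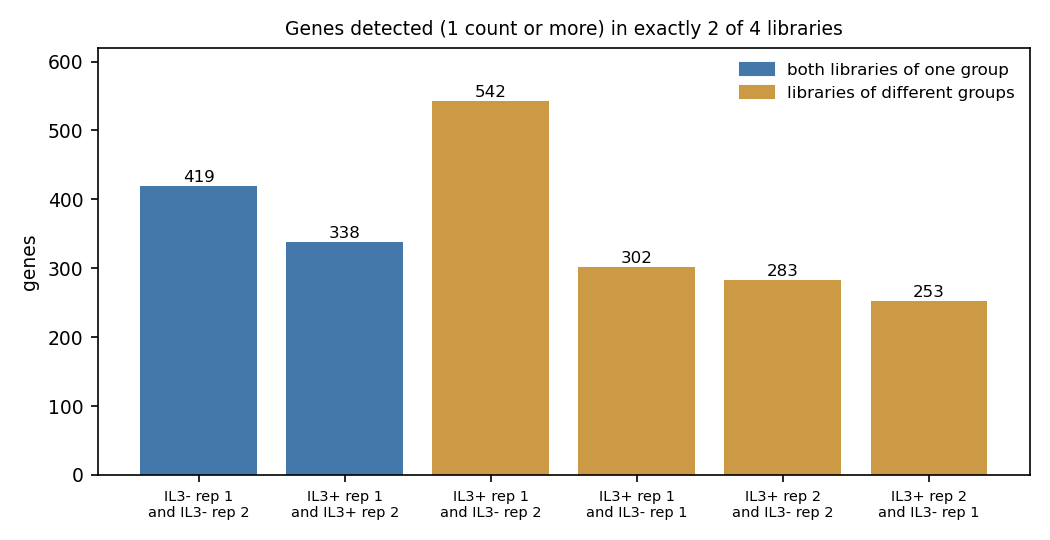
Number of genes (vertical axis) with 1 count or more in exactly the 2 libraries named under each bar and 0 counts in the other libraries. Blue bars are pairs of the same group (419 and 338 genes) and yellow bars are pairs of different groups, from 253 to 542 genes.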

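Supplemental Table S3 lists 12 genes of the KEGG PI3K-Akt pathway among the uniquely expressed genes, and 10 of them could be matched to the deposited counts (Fgfr3 and Itgb6 were not analysed here). Summed over the 10 genes, the Abl1ko/IL3+ libraries held 8 and 24 counts and the Abl1ko/IL3- libraries 48 and 163 counts. The paper chose these genes on the same data, so the difference in sums is no independent support. Csf3, on chromosome 11, was the only one with counts in both Abl1ko/IL3- libraries (4 and 12 counts) and in neither Abl1ko/IL3+ library. Epha2, Fgf6, Thbs2 and Tnc were counted only in Abl1ko/IL3- replicate 2, with 26, 7, 4 and 4 counts, and Fgf18 only in Abl1ko/IL3- replicate 1, with 9 counts. Col6a3, Fgf13, Gh and Il6ra had counts in an Abl1ko/IL3+ library too. Il6ra had 0 and 12 counts with IL-3, and 19 and 83 counts without it, a log2 fold change of 3.05 (standard error 1.73, adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col6a3 had 8 and 0 counts with IL-3, and 12 and 11 counts without it, a log2 fold change of 1.76 (standard error 1.60, adjusted p = 0.933 from the same test). Only Il6ra and Col6a3 passed the expression filter, and neither had an adjusted p-value under 0.05, over all genes or over the list, with or without the replicate block or with the pairs crossed. Il6ra and Tnc overlap a gene on the other strand. At 3 counts or fewer a gene cannot be told from 0 at these depths, and 4 of the 10 genes reached 10 counts in a library. That floor takes each count as independent. Among counts from 1 to 20, between 57.7% and 59.9% were even, so counts of 4 may not stand above 0 either.

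**Figure D2:**
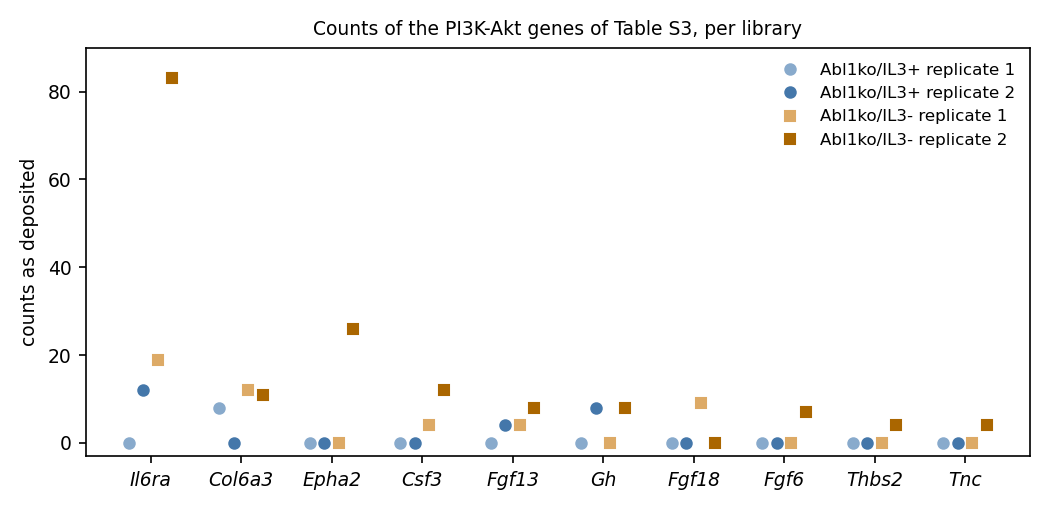
Deposited counts (vertical axis, linear) of the 10 matched PI3K-Akt genes, each point being 1 library. Circles are Abl1ko/IL3+ and squares Abl1ko/IL3- libraries, and the highest point is Il6ra in Abl1ko/IL3- replicate 2 with 83 counts.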

Again, PI3K-AKT signaling pathway was significantly altered in 32Dcl3-*Abl1ko*/IL-3- cells (Fig. 3E).

Since PI3K-AKT pathway was identified in two independent analyses, we tested the sensitivity of AML1-ETO and NUP98-PMX1 –positive *Abl1−/−* and *Abl1* + */+* cells to PI3K inhibitor buparlisib (NVP-BKM120), a selective inhibitor of PI3K p110α/β/δ/γ subunits [26] which reduced phosphorylation of AKT (Fig. 3F, G**left panels**, insets). NUP98-PMX1;*Abl1−/−* murine leukemia cells were highly sensitive to buparlisib when compared to NUP98-PMX1;*Abl1* + */+* counterparts (Fig. 3F**, left panel**), at the same time ABL1 did not affect the sensitivity of AML1-ETO cells to the inhibitor (Fig. 3G**, left panel**).

To test if ABL1-positive NUP98-PMX1 leukemia cells may be sensitized to PI3K inhibitor, cells were treated with ABL1 kinase inhibitor imatinib and PI3K inhibitor buparlisib followed by clonogenic assay. The results clearly show that imatinib increased the sensitivity of NUP98-PMX1 leukemia cells to PI3Ki (Fig. 3H).

FPKM and KEGG pathway analyzes suggested potential involvement of mechanisms interacting with PI3K-AKT, including mTOR and RAS-RAF1 [27–29] (Fig. 3C–E). mTOR inhibitor rapamycin [30] inhibited phosphorylation of S6 kinase (Supplemental Fig. S3A, B, insets) and was selectively toxic for NUP98-PMX1;*Abl1−/−* cells when compared to NUP98-PMX1;*Abl1* + */+* counterparts (Supplemental Fig. S3A), whereas AML1-ETO -positive *Abl1−/−* and *Abl1* + */+* cells were equally sensitive to the inhibitor (Supplemental Fig. S3B). 

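A list of mTOR pathway genes fixed before the data were examined was compared between Abl1ko/IL3- and Abl1ko/IL3+ cells. For the 33 mTOR genes the median log2 fold change was -0.11, with 13 genes higher and 20 lower, at percentile 34.2 of the matched random lists. Relative to each gene's mean over the libraries, the median was 0.144 and 0.132 on the log2 scale in the Abl1ko/IL3+ replicates. In the Abl1ko/IL3- replicates it was lower, at -0.05 and -0.013. The set did not pass the threshold (limma's camera, adjusted p = 0.123 over the planned sets), and neither did it with the replicate number as a block (median -0.023, adjusted p = 0.133) or with the pairs crossed (median -0.023, adjusted p = 0.162). None of these genes had an adjusted p-value under 0.05, and 3 had an unadjusted one. The 3, named after their values were seen, were Prr5, Sesn3 and Tfeb, each with fewer counts in both Abl1ko/IL3- libraries. Tfeb had 573 and 1348 counts with IL-3, and 66 and 176 counts without it (log2 fold change -2.93, adjusted p = 0.727 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because PI3K-AKT appeared in both of its analyses, the paper went on to test inhibitors of PI3K, and it proposes mTOR as an interacting mechanism from the pathway results.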

The presence or absence of ABL1 did not affect the sensitivity of AML1-ETO and NUP98-PMX1 –positive cells to RAF1 inhibitor LY3009120 (data not shown).

In summary, NUP98-PMX1;*Abl1−/−* cells were highly sensitive to PI3K and mTOR inhibitors when compared to the *Abl1* + */+* counterparts, and imatinib sensitized *Abl1* + */+* leukemia cells to PI3K inhibitor buparlisib. The resistance of NUP98-PMX1;*Abl1* + */+* cells PI3K and mTOR inhibitors might depend on the activation of a pathway redundant to PI3K/AKT/mTOR [31].

### ABL1 regulated the sensitivity of AML1-ETO and NUP98-PMX1 -positive cells to DDR inhibitors

Since the role of ABL1 in DDR is well established [32], we tested the sensitivity of AML1-ETO;*Abl1*^*−/−*^ and NUP98-PMX1;*Abl1*^*−/−*^ Lin-c-Kit+ cells to the inhibitors of DDR and also to DNA damaging agent doxorubicin to identify potential therapeutic vulnerabilities.

ABL1 kinase functionally interacts with DNA-PKcs, ATM and ATR, three major serine/threonine kinases regulating DDR [33, 34]. Therefore, we treated AML1-ETO;*Abl1*^*−/−*^ and NUP98-PMX1;*Abl1*^*−/−*^ cells and their *Abl1* + */+* counterparts with ATM inhibitor (ATMi) KU-60019, ATR inhibitor (ATRi) 504972 and DNA-PKcs inhibitor (DNA-PKi) 260961. Inhibition of these kinases was confirmed by Western blots detecting reduced phosphorylation of their substrates (CHK1, CHK2, H2AX) (Fig. 4A, B**, ATMi, ATRi, DNA-PKi** insets). AML1-ETO;*Abl1*^*−/−*^ cells were modestly more sensitive to all three inhibitors when compared to AML1-ETO;*Abl1* + */+* cells (Fig. 4A**, ATMi, ATRi, DNA-PKi**). Remarkably, NUP98-PMX1;*Abl1*^*−/−*^ cells were exceptionally sensitive to ATRi, but displayed similar sensitivity to ATMi and DNA-PKi when compared to NUP98-PMX1;*Abl*^*+/+*^ cells.

**Fig. 4:**
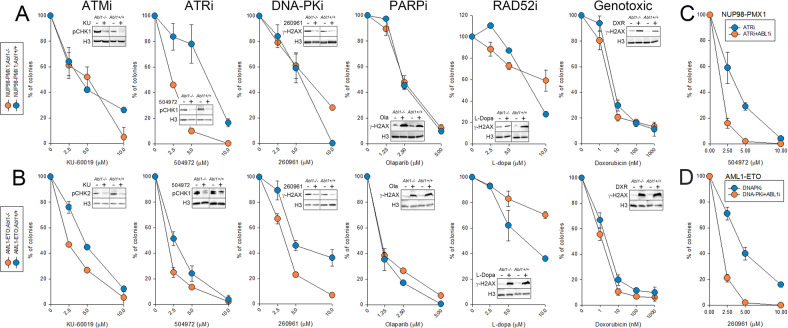
The impact of ABL1 on response to the drugs affecting DDR. **A** Lin-c-Kit+ NUP98-PMX1;*Abl1−/−* and NUP98-PMX1;*Abl1* + */+* cells, and **B** Lin-c-Kit+ AML1-ETO;*Abl1−/−* and AML1-ETO;*Abl1* + */+* cells were treated with the indicated concentrations of doxorubicin, PARPi olaparib, RAD52i 6-hydroxy-DL-dopa, ATMi KU-60019, ATRi 504972 and DNA-PKcsi 260961. After 72 h cells were plated in methylcellulose and colonies were counted 7 days later. Results represent mean % ± SD of colonies when compared to untreated controls (3 independent experiments). Insets: cells were treated with the inhibitors for 24 h. Total cell lysates were analyzed by Western blot detecting indicated proteins (p = phosphorylated). **C**, **D** Lin-c-Kit+ NUP98-PMX1;*Abl1* + */+* and AML1-ETO;*Abl1* + */+* cells were treated or not with 2 μM ABL1i imatinib + /- the indicated concentrations of DNA-PKcsi and ATRi. After 72 h cells were plated in methylcellulose and colonies were counted 7 days later. Results represent mean % ± SD of colonies when compared to untreated controls (3 independent experiments).

In addition, ABL1 kinase phosphorylates and regulates the activity of two DNA repair enzymes, PARP1 and RAD52, inhibition of which triggered synthetic lethality in BRCA1/2-deficient leukemia cells [14, 35–37]. We and others reported that AML1-ETO caused “BRCAness” phenotype in leukemia cells [35, 38], but loss of ABL1 expression did not sensitized leukemia cells to PARPi olaparib and RAD52i 6-hydroxy-DL-Dopa (Fig. 4A, B**, PARPi and RAD52i**). Both inhibitors were validated by detection of elevated levels of DNA double-strand breaks (DSBs marked by γ-H2AX) in the treated cells (Fig. 4A, B**, PARPi** and **RAD52i** insets).

Although ABL1 kinase affected survival/apoptosis after genotoxic treatment by regulation of p53 and p73 [39–42], it did not affect the sensitivity of AML1-ETO and NUP98-PMX1 -positive cells to doxorubicin (Fig. 4A, B**, Genotoxic**). Genotoxic effect of doxorubicin was confirmed by elevated levels of DSBs marked by γ-H2AX (Fig. 4A, B**, Genotoxic**, insets).

To test if ABL1-positive NUP98-PMX1 and AML1-ETO leukemia cells may be sensitized to ATRi and DNA-PKi, respectively, cells were treated with ABL1 kinase inhibitor imatinib and 504972 and 260961 compounds followed by clonogenic assay. The results clearly show that imatinib increased the sensitivity of NUP98-PMX1 and AML1-ETO leukemia cells to ATRi and DNA-PKi, respectively (Fig. 4C, D).

## Discussion

AML1-ETO and NUP98-fusions are usually accompanied by recurrent cooperating genetic events, for example *FLT3(ITD), WT1, KRAS, NRAS, KIT, MYC, NOTCH1, ASXL1, IDH1/IDH2* mutations, which contribute to leukemic transformation and/or accelerating more malignant disease progression [12, 13]. Here we reported that a loss of *ABL1* could be also detected in a cohort of leukemias carrying AML1-ETO and NUP98-fusions and that murine hematopoietic cells expressing AML1-ETO and NUP98-PMX1 displayed accelerated proliferation and/or reduced differentiation in the absence of *Abl1*. This observation is supported by our previous report that normal ABL1 kinase exerted tumor suppressor activity in leukemias expressing oncogenic forms of the kinase such as BCR-ABL1, TEL-ABL1 and NUP214-ABL1 [11]. The absence of ABL1 facilitated proliferation and genomic instability while abrogating differentiation of these leukemia cells resulting in highly malignant leukemia phenotypes. Altogether, we postulate that ABL1 is a tumor suppressor in myeloid malignancies.

Loss of *ABL1* has been previously reported as a rare but recurrent genetic abnormality in B- and T- ALL, but its impact on treatment response and prognosis is not known [43, 44]. We report here that low expression of *ABL1* might be a favorable prognostic factor in ALL.

ABL1 kinase can be also a therapeutic target. We reported that stimulation of the normal ABL1 kinase by a chemical compound DPH [24] enhanced anti-leukemia effect of TKIs such as imatinib and ponatinib in human and murine leukemias expressing BCR-ABL1, TEL-ABL1 and NUP214-ABL1 [11]. Here we show that ABL1 kinase inhibitor imatinib can be applied to increase the anti-leukemia effect of DNA damage response inhibitors (DNA-PKi and ATRi) and intracellular signaling inhibitors (PI3Ki) in AML1-ETO and/or NUP98-PMX1 leukemia cells. The effect most likely depended on inhibition of ABL1 kinase, but we cannot exclude potential off-target effects of imatinib [45].

In summary, *ABL1* loss may serve as important diagnostic factor predicting more malignant phenotype of AML1-ETO and NUP98-fusions -positive leukemias as well as their unique pharmaceutical vulnerabilities to PI3K, ATR and DNA-PK inhibition. On the other hand, ABL1 kinase could become a therapeutic target since imatinib increased the sensitivity of AML1-ETO and NUP98-fusions -positive leukemias to PI3K, ATR and DNA-PK inhibitors.

## Supplementary Information

Supplemental Material

## Data Availability

RNA-seq data are deposited in GSE214710.

# Supplementary material for: ABL1 kinase as a tumor suppressor in AML1-ETO and NUP98-PMX1 leukemias
**Source:** Blood Cancer J. 2023 Mar 23;13(1):42. doi: 10.1038/s41408-023-00810-0
**Supplement:** Supplementary file 1 — Supplemental Material

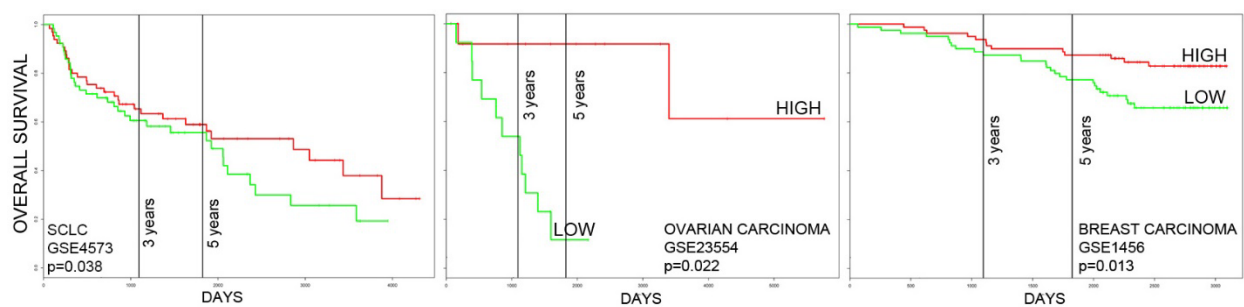

**Supplemental Figure S1 (related to Figure 1).** Kaplan-Meier estimates of the overall survival of patients with indicated solid tumors. HIGH and LOW cohorts were divided at mean of the gene expression; p values were calculated from the long rank test.

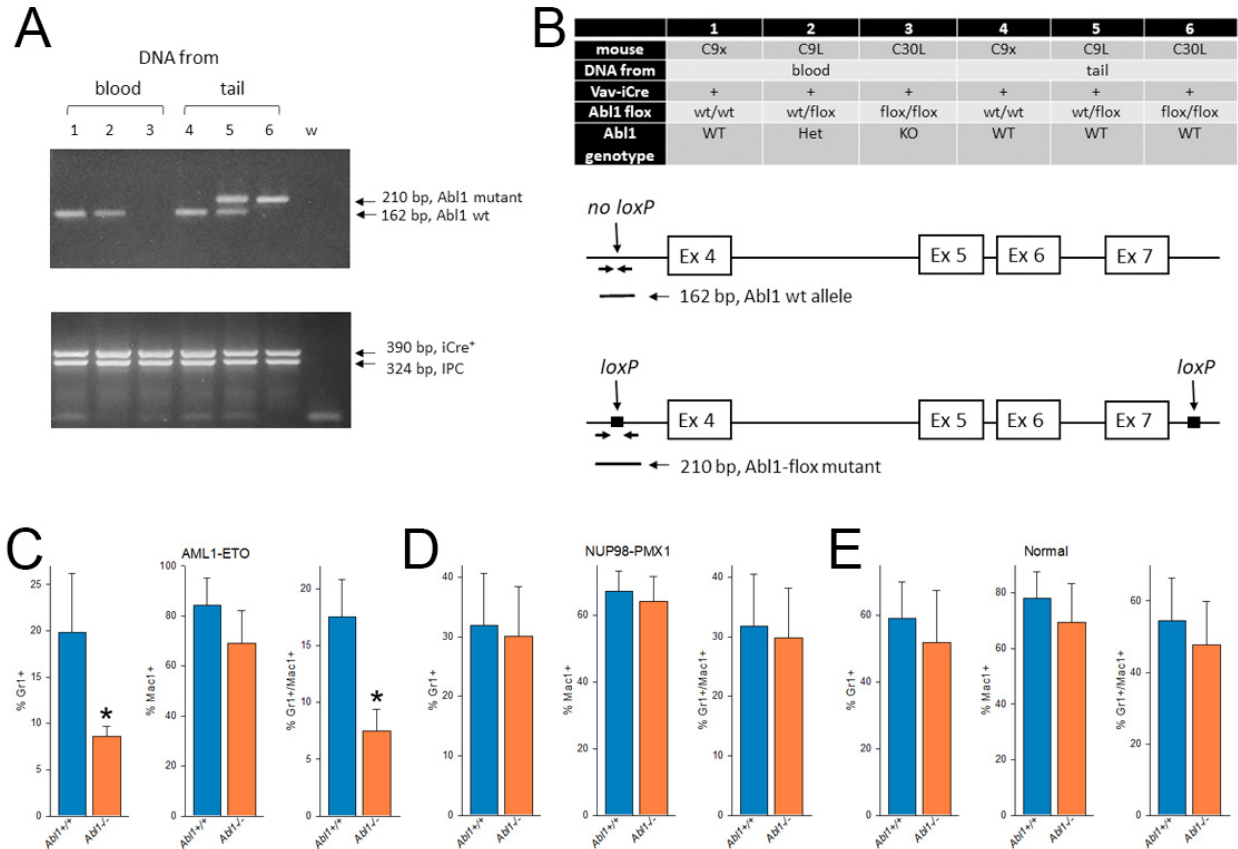

**Supplemental Figure S2 (related to Figure 2).** (A) Genotyping of *Abl1*/Cre mice using PCR analysis. DNA was isolated either from mouse tail or peripheral blood. IPC = internal positive control, w = water as negative control. *Abl1*-floxed allele and *Abl1* wild-type allele generated 210 bp band and 162 bp band, respectively. (B) *Abl1*-flox mice possess loxP site in the *Abl1* gene. Vav-iCre transgenic mice express Cre recombinase (iCre) in hematopoietic cells. Cre-mediated recombination results in deletion of the floxed sequence. Lin-c-Kit<sup>+</sup> AML1-ETO (D), NUP-PMX1 and normal (E) cells were cultured in a threshold concentrations of growth factors + G-CSF followed by detection of Gr1<sup>+</sup>, Mac1<sup>+</sup> and Gr1<sup>+</sup>Mac1<sup>+</sup> cells. Results represent mean % +/- SD of Gr1<sup>+</sup> and/or Mac1<sup>+</sup> cells from triplicate experiments; p<0.05 using Student t-test.

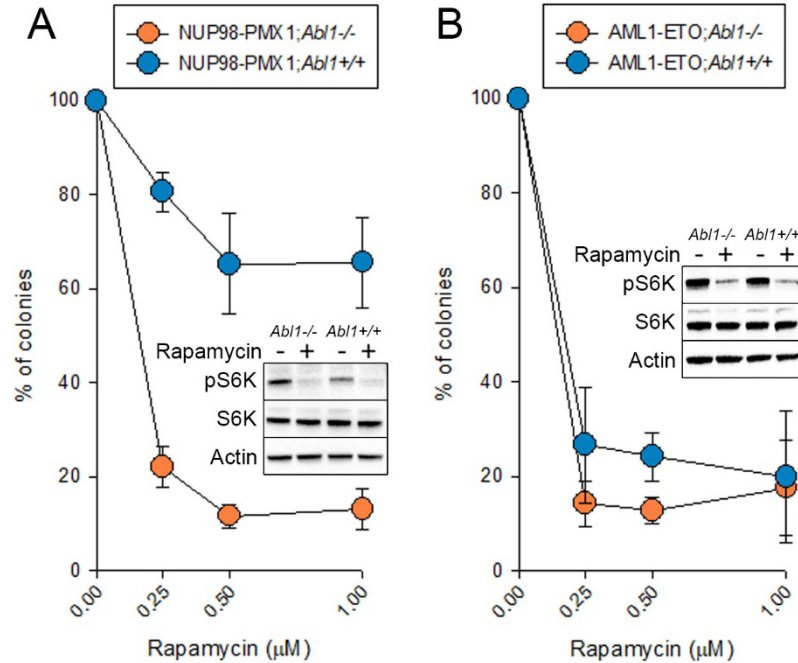

**Supplemental Figure S3 (related to Figure 3).** (A) Lin-c-Kit<sup>+</sup> NUP98-PMX1;*Abl1*<sup>-/-</sup> and NUP98-PMX1;*Abl1*<sup>+/+</sup> cells, and (B) AML1-ETO;*Abl1*<sup>-/-</sup>, and AML1-ETO;*Abl1*<sup>+/+</sup> murine bone marrow cells were treated with the indicated concentrations of mTOR inhibitor rapamycin. After 72 hrs cells were plated in methylcellulose and colonies were counted 7 days later. Results represent mean %  $\pm$  SD of colonies when compared to untreated controls. Insets: cells were treated with 0.25  $\mu$ M rapamycin for 24 hrs. Total cell lysates were analyzed by Western blot detecting indicated proteins (p=phosphorylated).

**Supplemental Table S1. Primers for mice genotyping.**

**Supplemental Table S2. gRNAs and primers specific for murine *Abi1*.**

**Supplemental Table S3. KEGG Pathway analysis of the pathways deregulated in growth factor-independent 32Dcl3-*Abi1*ko cells.**

KEGG pathways enrichment analysis was performed using DAVID database. FDR refers to False discovery rate, p values were calculated using Fisher's exact test, FDR was calculated using Benjamini and Hochberg in DAVID database.

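Fold enrichment in Supplemental Table S3 compares the share of a pathway's genes in the list with their share in the background. The paper's fold enrichment for the PI3K-Akt signaling pathway is 3.81, with the paper's p-value of 0.000226 and the paper's Benjamini value of 0.0267. For the other pathways of that table the paper's Benjamini values start at 0.512. KEGG's gene lists were not used here. In the deposited counts, the 16 matched genes of the paper's Metabolic pathways term held 4 and 4 counts in the Abl1ko/IL3+ libraries and 169 and 530 in the Abl1ko/IL3- libraries, and 10 of them were detected in both Abl1ko/IL3- libraries and in neither Abl1ko/IL3+ library. The paper chose these genes on the same data as uniquely expressed in Abl1ko/IL3- cells. Low counts with IL-3 were part of that choice and are no independent support.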

**Supplemental Table S4. Genes uniquely expressed in 32Dcl3-*Ab/1ko*/IL-3- cells when compared to 32Dcl3/IL-3+ cells and 32Dcl3-*Ab/1ko*/IL-3+ cells.**

How the deposited data were processed for this re-analysis (not part of the article)

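Gene expression was measured by RNA-seq in 32Dcl3-Abl1ko cells growing with IL-3 (2 libraries) and without IL-3 (2 libraries). The authors extracted total RNA, depleted it of ribosomal RNA, sequenced it on an Illumina HiSeq instrument, aligned the reads to GRCm38 with Rsubread and summarized them with featureCounts, and they deposited raw counts per gene without normalization. The authors also deposited FPKM values, for which the paper's text names no tool. Versions, the strand setting and the handling of read pairs are not given in the paper's text. Dividing the counts by FPKM gave the same implied gene length in each library (the ratio between libraries was at most 1.04 for 99% of 12946 genes with 20 or more counts in every library). That length ranked genes like the union of exons in GENCODE release M21 (Spearman rho 1.0 after rounding). The FPKM values are thus the same counts scaled by length and depth. Among counts from 1 to 20, between 57.7% and 59.9% were even. The counting can split or drop reads of overlapping genes and paralogs, so values of such genes are uncertain.

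Samples were grouped by the labels, which name both groups as Abl1 knockout and number the replicates 1 and 2 in each. The titles also call the Abl1ko/IL3+ libraries Control and the Abl1ko/IL3- libraries Exp. The paper uses Control for its 32Dcl3-Abl1 vector cells too, so the identity of the Control libraries rests on the genotype label. The 32Dcl3-Abl1 group with IL-3 was not analysed here. The replicate numbers come from the labels. The paper describes populations 1 and 2 of Abl1ko cells derived from the 2 guides, but does not tie them to the libraries. The number was therefore used as a block only as an alternative. The counts of every pair of libraries differed by more than sampling noise (chi-square test over genes), so all libraries were kept as separate samples.

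Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, normalized with TMM and tested with the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. Gene sets were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01. Random lists, 10000 per set, were matched in 20 bins of mean expression. The set p-values were adjusted over 3 planned sets, of which 1 is not reported here. Detection meant 1 count or more. Library totals ranged from 48953174 to 60382588 counts, and the floor was 3 counts. The steps were tested on simulated data, drawn for the 16535 genes with 200 of them changed. With a low spread, edgeR recovered 200 of 200 genes changed 8-fold, with 8 false calls.

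Alternatives were DESeq2 1.42.0, library size without composition factors, no filter or 10 counts in every library, the replicate block, a correction for gene length by loess with a span of 0.3, limma on log2(FPKM + 1) and log2(FPKM + 0.1), stricter thresholds, other detection limits, counts drawn down to the smallest library, the rotation test fry, and leaving out each library. These were chosen before the data were examined, and the crossed pairing was added afterwards. DESeq2 was first run on all genes and then on the genes that passed the expression filter, which are the results given, so that a single choice differs. The fold changes without a library used the dispersions of all 4 libraries and carry no test.

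The genes named were fixed by rule before the data were examined: Abl1, the PI3K-Akt genes of Supplemental Table S3, the 5 genes with the largest rise and the 5 with the largest fall past the adjusted threshold, genes of the lists past it, and other genes the paper names. No gene passed the adjusted threshold, so other genes named were chosen after their values were seen. Names of Supplemental Table S4 were matched by symbol or, for 2 genes, by RefSeq synonym, and 4 names were corrected from the full name given beside them. The Ingenuity and DAVID enrichments were not repeated, because their gene sets were not used here.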

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

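The genes, the limits of 5 CPM and 20-fold and all tests in this part were chosen after the results were seen. Outside the genes the paper discusses, 5 genes had more than 5 CPM in both Abl1ko/IL3- libraries and at least 20 times the level of either Abl1ko/IL3+ library. The lowest Abl1ko/IL3- library stood above the highest Abl1ko/IL3+ library by at least 405.5-fold for Nanp (0 and 3 counts with IL-3, 1006 and 1128 without). It stood 81.1-fold above for Gm45837 (23 and 0 counts against 1530 and 2651) and 56.2-fold for S100a8 (74 and 21 counts against 3410 and 7167). For Gm5416 (7 and 0 counts against 255 and 607) it was 44.4-fold, and for Stfa1 (24 and 12 counts against 780 and 2324) 39.6-fold. None passed edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment, where S100a8 had a log2 fold change of 6.98 (standard error 0.78, adjusted p = 0.532). The adjusted p-value of S100a8 was 8.69e-21 with DESeq2's Wald test. In edgeR it was 0.663 with library size only, 0.372 with the replicate block and 0.0805 with the pairs crossed. The other alternatives were not compared for single genes. In the other direction 7 genes met the same limits, such as Smo (1438 and 2440 counts with IL-3, 19 and 37 without). Smo had a log2 fold change of -6.01 (adjusted p = 0.532 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so large changes were not confined to rises.

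Nanp and Gm45837 overlap exons of another gene on the same strand, so their reads are uncertain. Stfa1 and Gm5416 belong to the stefin A genes, which are near-identical copies. If reads had only been shared out differently among them, the summed counts would be alike in both groups. Summed over 8 stefin A genes, the counts were 404 and 95 with IL-3 and 5000 and 19612 without it, and the lowest Abl1ko/IL3- library was 15.1 times the highest Abl1ko/IL3+ library in CPM, so sharing among paralogs alone does not account for the rise.

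A candidate explanation is RNA of maturing granulocytes in the cultures without IL-3. The list of myeloid granule and differentiation genes, without S100a8 and S100a9, had 7 genes higher and 6 lower, with a median log2 fold change of 0.28 and an unadjusted p-value of 0.0188 from limma's camera. That p-value was 0.00542 with the replicate block and 0.000111 with the pairs crossed, while the rotation test fry gave 0.375. The full list was tested first, with a p-value of 1.46e-06 from camera and 0.178 from fry, and S100a8 and S100a9 were then left out because S100a8 had drawn attention to the list. Camera takes a fixed correlation between genes, and of these tests only camera gave a low p-value. The list held genes that rose, such as Ltf (log2 fold change 5.27), and genes that fell, such as Mpo (-1.25). It was not split by stage of maturation, so tests of a shift in a single direction cannot decide for or against maturation. Without Abl1ko/IL3- replicate 2 the full list had a median log2 fold change of -0.086, with 7 genes higher and 8 lower, so the median depends on that library. S100a9, Ly6g, Ltf and Camp were nevertheless above both Abl1ko/IL3+ libraries in Abl1ko/IL3- replicate 1 too, as was S100a8. The other risen genes of the list, Ngp, Lcn2, Itgam and Csf3r, were below Abl1ko/IL3+ replicate 1 there. Ngp had 609.8 CPM in Abl1ko/IL3- replicate 1 against 686.9 in Abl1ko/IL3+ replicate 1, and Lcn2 59.0 against 99.8. The design cannot separate maturation of the 32Dcl3 cells from cells of another origin in the cultures. Other splits of the 4 libraries into pairs cannot settle whether the pattern is chance, since there are only 3: 2 of them, the real split included, had as many genes at least 20-fold apart in the direction with more of them. The labelled split gave 6 genes up, of which Stfa2 is in Supplemental Table S4, and 7 down, the split by replicate number 1 and 9, and the crossed split 0 and 4, so the labelled split had the most over both directions (13, against 10 and 4).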

How the results depend on the processing

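The number of genes changed between Abl1ko/IL3- and Abl1ko/IL3+ cells was 0 at an adjusted p-value under 0.05, with 978 genes at an unadjusted p-value under 0.05. It stayed at 0 with library size only, without a filter, with 10 counts in every library, with the gene length correction, with limma on FPKM at either pseudocount and with the stricter thresholds, and the lowest adjusted p-value over these fits ranged from 0.0985 to 0.479. It was also 0 with the replicate block (548 genes unadjusted), with the replicate block and the gene length correction together (624 unadjusted) and with the crossed pairing (1136 unadjusted), which was chosen after seeing the data. DESeq2's size factors and Wald test gave 271 genes, and 10 of the genes of Supplemental Table S4. The cause was not tested on the data themselves. In counts simulated with the spread of these libraries and changes of 8-fold, 100 of 278 DESeq2 calls were unchanged genes, while edgeR called 0 of 200 changed genes. At changes of 64-fold edgeR recovered 191 of 200, but so many changed genes ease the adjustment, so this does not show that a few real changes of that size would be called.

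The number of PI3K-Akt genes of Supplemental Table S3 past the threshold was 0 under every alternative that could be run, the replicate block and the crossed pairing included (0 of 2 genes tested had an unadjusted p-value under 0.05). With 10 counts in every library none of those genes was left. The 0 calls of edgeR show no stability, since it recovered 0 of 200 simulated genes changed 8-fold. Both genes had low counts and, without a block, fold changes of about that size or less. DESeq2 recovered 178 of 200 such genes, with 100 false calls, and called neither gene. The simulation was not split by count level, so it does not show what DESeq2 would recover at counts this low. For the genes of Supplemental Table S4 the number was 0 in each fit but DESeq2's. Without a block, edgeR gave 24 of 44 of them an unadjusted p-value under 0.05, and DESeq2 25 of 44. Halving the counts was not run, because the deposited counts were not nearly all even.

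The median log2 fold changes of the core PI3K-AKT and mTOR sets were below 0, and their adjusted p-values over 0.05, under library size only, the stricter filter, fry and both pairings. With the replicate block they were -0.20 and -0.023. Across the 4 fits that each left out one library, the median ranged from -0.44 to 0.10 for the core PI3K-AKT set and from -0.218 to -0.084 for the mTOR set. The log2 fold change of Abl1 ranged from -0.20 to 0.79 across such fits, so its direction rests on which Abl1ko/IL3+ library is used. Across the same fits Il6ra ranged from 1.85 to 8.70 and Col6a3 from 0.81 to 6.57, so the size of their rise rests on single libraries.

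The genes detected in both Abl1ko/IL3- libraries and in no Abl1ko/IL3+ library numbered 419, and the opposite set 338. At 2 counts the numbers were 389 and 290, at equal depth 436 and 328, and with FPKM above 0 420 and 338. They moved to 73 and 45 at 10 counts, and to 2031 and 2021 when either library of the group was enough. Leaving out one library gave from 926 to 1328 genes for the first set and from 647 to 1364 for the second. That removes a condition from each set, so these numbers could only rise. The cause of the other moves was not tested. The median gene of the first set had a mean of 7 counts.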

Differences from the paper's values

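For Il6ra the paper's log2 fold change in Supplemental Table S4 is -2, and the value here for Abl1ko/IL3- against Abl1ko/IL3+ cells is 3.05. For Col6a3 the paper's value is 0 and the value here is 1.76. None of the alternatives set before the data were examined (DESeq2, library size only, the replicate block and leaving out each library) closed either gap. Another contrast, chosen after the values were seen, came close to both: log2 of Abl1ko/IL3- replicate 1 over replicate 2 was -2.13 for Il6ra and 0.13 for Col6a3. Over 38 genes the paper's fold changes ranked like that ratio (Spearman rho 0.886). The paper's values may thus compare the Abl1ko/IL3- replicates, in which case the gaps lie between different contrasts.

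The paper lists the genes of Supplemental Table S4 as uniquely expressed in Abl1ko/IL3- cells. Here 54 of the 227 matched genes had counts in at least 1 Abl1ko/IL3+ library, 18 had counts in both, and 2 had 0 counts in both Abl1ko/IL3- libraries. The paper reports that the PI3K-AKT pathway was altered in Abl1ko/IL3- cells. Its evidence was enrichment of pathway genes, in part among genes also set against Abl1/IL3+ cells, and it then tested inhibitors. The core set used here is another list, its median mRNA change is another measure, and Abl1/IL3+ cells are left out. The core set therefore does not test that enrichment. Here the core PI3K-AKT set had a median log2 fold change of -0.21 (limma's camera, adjusted p = 0.123), and of the 10 matched PI3K-Akt genes of Supplemental Table S3, only 2 could be tested after the expression filter, and neither passed the adjusted threshold, which edgeR reached for 0 of 200 genes changed 8-fold in counts simulated with this spread. Without a filter 0 of the 10 passed it, and 0 had an unadjusted p-value under 0.05. DESeq2's Wald test called 10 genes of Supplemental Table S4 that edgeR's quasi-likelihood test did not call.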

Other observations

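The tests on library depth, ribosomal RNA, gene length and GC content were set before their results were seen, and the other tests in this part after.

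The count columns of Supplemental Table S4 may both come from Abl1ko/IL3- libraries. Over the 227 matched genes, the first column ranked genes like Abl1ko/IL3- replicate 1 (Spearman rho 0.589, against 0.229 for replicate 2) and the second like Abl1ko/IL3- replicate 2 (0.744, against 0.139 for replicate 1). With the Abl1ko/IL3+ libraries the values lay between -0.032 and 0.023. The printed counts were about 0.53 times the deposited ones in both columns (median over genes with 10 or more counts). The fold change of that table would then compare Abl1ko/IL3- replicates with each other, and over the 38 genes with 10 or more counts in both it ranked genes like the ratio of replicate 1 to replicate 2 (Spearman rho 0.886). Counts of those genes are low, and no biological explanation was tested.

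The Abl1ko/IL3+ replicates differed from each other as much as from libraries of the other group (Pearson r 0.910, against up to 0.926 between groups). Leaving out 5 ribosomal RNA genes, among them AY036118, which held between 1.16% and 4.4% of the counts, left r at 0.91, but so few genes cannot move an unweighted correlation, so ribosomal RNA is left open. The other assignments of the libraries to groups of 2 gave no lower spread within groups (lowest ratio of common dispersions 1.034). That does not bear on a library of another group among the 4, so a mislabelled sample is left open too. No biological explanation was tested, since the clone behind each library is not known.

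Some expressed genes were nearly absent from a library. In 64 genes with more than 5 CPM in 3 libraries, the remaining library was over 20 times lower, 31 of them in Abl1ko/IL3- replicate 1, such as Mapk14 (15878, 7672, 159 and 5500 counts in Abl1ko/IL3+ replicates 1 and 2 and Abl1ko/IL3- replicates 1 and 2). A candidate explanation is that reads were assigned to an overlapping gene instead. Exons of 26.6% of the 64 genes overlapped another gene on the same strand, against 9.3% of 10250 other genes (Fisher's exact test, two-sided, odds ratio 3.52, p = 6.2e-05). Akap2, 1 of the 64 (1672, 1347, 0 and 725 counts), overlaps Pakap, which had counts only in the library where Akap2 had none (0, 0, 326 and 0 counts). The other 47 genes had no overlap on the same strand, so overlap of that kind cannot account for them. Overlap with a gene on the other strand was not tested. The strand setting of the counting is not given, so that is left open. Genes nearly absent from both Abl1ko/IL3- libraries included Raver1, which overlaps another gene on the same strand (8651, 10184, 49 and 103 counts), and Nfya (5167, 5809, 160 and 188 counts), and these deserve a look at the reads before any biological reading.

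Gene length and GC content had Spearman correlations of -0.104 and -0.138 with the log2 fold change across 16535 genes. With the replicate block the correlations were -0.12 and -0.135. In size all were under 0.2, the limit set for calling either property a cause. No correction for GC content was run, so a weaker effect of it is left open.

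The genes detected in both Abl1ko/IL3- libraries and in no Abl1ko/IL3+ library were more numerous than the opposite set. The order reversed without Abl1ko/IL3+ replicate 2 (926 against 1364 genes) and held when any other library was left out. Leaving out a library asks its own group for detection in a single library and the other group for both. These orders therefore do not compare like with like and cannot test the excess. The Abl1ko/IL3- libraries had the lower totals, so depth works against such an excess, and counts drawn down to equal depth (ratio 1.329) cannot test it further. Over both sets, 757 genes were detected in both libraries of a group and in neither of the other, against 795 for the crossed split and 585 for the split by replicate number, so 2 of 3 splits gave as many. With 3 splits, no count of them can show that a pattern is more than chance.

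A fall of IL-3 response genes as a set in cells that grow without IL-3 was not detected. The power to detect such a fall was not tested, so it is not ruled out. The 11 STAT5 response genes had a median log2 fold change of -0.23, with 5 higher and 6 lower (limma's camera, adjusted p = 0.561 over the 8 lists tested). The median was -0.12 with library size only, -0.044 with the replicate block and -0.043 with the pairs crossed. Across the 4 fits that each left out one library the median ranged from -0.41, with 3 genes higher and 8 lower, to 0.070. The largest rise was that of Cish (5765 and 2093 counts with IL-3, 3258 and 7661 without) and the largest fall that of Pim1 (25265 and 15376 counts with IL-3, 3168 and 16576 without), and Bcl2l1, Myc and Ccnd2 were lower too. The list was fixed before the data were examined. Within the myeloid list, the 6 genes lower without IL-3 were Mpo, Elane, Prtn3, Ctsg, Cebpa and Cebpe, while Ltf rose from 406 and 197 counts to 2188 and 19613, and none passed the adjusted threshold.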
